A study of Ambystoma mexicanum with 12 samples.

How the data were processed

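RNA sequencing was done on forelimb blastemas of the axolotl (Ambystoma mexicanum), white (d/d) animals, per the labels. A blastema is the mound of dividing cells that forms on the stump of an amputated salamander limb and rebuilds the lost part. Each library came from a pool of 3 blastemas frozen at 14 days post amputation. Talarozole (TAL) or its solvent dimethyl sulfoxide (DMSO) was given in the housing water from day 4 over 7 days, with renewal on alternate days, and the animals were in untreated water afterwards. Libraries were made for 150-bp reads by a commercial provider, per the labels' protocols.

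The values deposited by the authors were estimated counts per gene from salmon, per the name of the table and its header, with 1 column per library. Salmon assigns reads that fit several transcripts in proportion to estimated abundance, so the values need not be whole. In the 12 libraries used, 41.3 to 50.2% of all 99081 identifiers, those at 0 included, had a value that was not a whole number. In each library about as many identifiers had such a value as had at least 1 count after rounding. Few values above 0 were thus whole. Shared reads need not be the only source of the fractions, and their source was not tested. The labels and the header state no salmon version, index, annotation release, trimming or filter. The table held 15 columns of libraries, and 3 columns of per-sample values were not used here because their names matched no sample described in the labels. It listed 99081 gene identifiers, of which 42276 had the prefix AMEX60DDU and the rest the prefix AMEX60DD. The table does not pair identifiers with gene names. Of the identifiers, 0 matched an entry of the RefSeq gene list for the assembly UKY_AmexF1_1, so genes are given by identifier, no coordinates are printed, and a panel of retinoic acid and limb patterning genes chosen in advance could not be applied.

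Library groups and replicate numbers were taken from the sample titles. The 4 groups of 3 libraries were distal blastemas with DMSO, distal blastemas with 0.1 uM TAL, distal blastemas with 1 uM TAL, and proximal blastemas with DMSO. The groups share replicate numbers 1 to 3 in those titles, which is where the pairing tested as an alternative comes from. Group comparisons, alternatives and the rule for naming genes were fixed before the data were examined, and the alternatives added later are identified in the closing section.

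Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr of edgeR 4.0.16 on the groups, library sizes were scaled with TMM factors, and 6 comparisons of group means were tested with edgeR's quasi-likelihood F test (glmQLFit, glmQLFTest) in 1 fit of all 12 libraries. The shared fit was chosen because 3 libraries per group leave few residual degrees of freedom. A trend over dose rank was tested the same way in the 9 distal libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as called. The filter passed 41884 genes, of which 20347 had AMEX60DDU identifiers, and 39612 genes in the trend. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of F. CPM values are counts scaled in the usual way to the library size, here after TMM.

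A proximodistal score was computed per library as the mean log2 CPM (prior count 2) of genes called higher in DMSO proximal than in DMSO distal blastemas minus that of genes called lower, scaled to 0 at the DMSO distal mean and 1 at the DMSO proximal mean. The score difference between TAL doses was tested with an exact two-sided permutation test, for which 0.1 is the smallest p that 3 against 3 libraries allow. Gene sets were tested with camera of limma 3.58.1 with estimated inter-gene correlation. All computations used R 4.3.3, and DESeq2 1.42.0 served as an alternative test.

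The rule for named genes took, per comparison, the called genes with the largest absolute log2 fold change, a mean of at least 1 CPM in a compared group and no overlap between replicates. It was written for genes with symbols. Since there are none here, the rule was applied to identifiers, with at most 2 that rose and 2 that fell per comparison.

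The scripts were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed 4-fold between the vehicle groups. The changed genes were drawn from those with at least 5 CPM and a dispersion below the median. The edgeR test, on 36048 genes, called 96 genes, recovered 46.5% of the changed genes, and 3.12% of its calls were false. Where no change was simulated it called 0 of 36048 genes. DESeq2, on 41842 genes, called 412 genes and recovered 80.0%, and 61.2% of its calls were false. limma voom with sample quality weights, on 36048 genes, recovered 44.0%, and 1.12% of its calls were false. For the dose trend a separate simulation changed the 200 genes 4-fold at each step of dose rank (median absolute log2 fold change 2.004 per step), a larger change over the doses than between the vehicle groups. On 33708 genes the trend test recovered 89.0% of them, and 9.64% of its calls were false, so this share cannot be set beside the 46.5%.

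Total estimated counts were 8409618 to 13937318 per library. A floor of 3 counts corresponded to 0.215 to 0.357 CPM of the total before TMM, depending on the library. Fold changes against a group with every library at or under the floor are given as lower bounds. They were computed against the highest TMM-scaled floor in that group, 0.257 CPM for 1 uM TAL and 0.387 CPM for DMSO proximal libraries. Intervals for shares of counts are 95% Wilson intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. They also treat the estimated counts as numbers of reads.

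Alternatives tried were DESeq2 size factors, no low-count filter, at least 10 counts in every library, the DESeq2 Wald test, the replicate number as a block, leaving out each library in turn, fitting only the 6 libraries compared, dose in uM for the trend, a prior count of 0.5 for the score, and other gene sets for the score, correlation and camera.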

Results

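Gene expression was measured in 12 libraries of axolotl forelimb blastemas, each from a pool of 3 blastemas taken 14 days after amputation. Distal blastemas grew after amputation through the wrist, and proximal blastemas grew after amputation through the upper humerus. Distal blastemas came from animals kept with the solvent DMSO, with 0.1 uM talarozole or with 1 uM talarozole (TAL), and proximal blastemas came from animals kept with DMSO. Talarozole inhibits the CYP26 enzymes, which break down retinoic acid. The question was how raised endogenous retinoic acid affects position along the proximodistal axis, which runs from shoulder to hand, in the regenerating limb. The 4 groups held 3 libraries each.

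Total estimated counts per library ranged from 8409618 to 13937318. The mean total was 10046134 ± 1098526 (SD, n = 3) in DMSO distal, 8942990 ± 812340 (SD, n = 3) in DMSO proximal, 9600700 ± 1192904 (SD, n = 3) in 0.1 uM TAL and 12992088 ± 981552 (SD, n = 3) in 1 uM TAL libraries. The 1 uM TAL libraries were thus deeper than those of the other groups. Between 40465 and 49477 genes had at least 1 count in a library. The gene AMEX60DD016881 was the most abundant in 10 of the 12 libraries. Its share there ranged from 1.504% of counts (95% Wilson interval 1.496 to 1.511%) in DMSO distal replicate 2 to 5.83% (5.81 to 5.84%) in DMSO distal replicate 1. Among these 10 libraries, 2 of the same group thus marked both ends of the range. In 1 uM TAL replicate 1 the most abundant gene was AMEX60DD029819 at 1.02%, so the share of AMEX60DD016881 was lower there than in DMSO distal replicate 2.

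Libraries of the same group resembled each other no more than libraries of different groups. The median Spearman correlation of log2 CPM was 0.705 over the 12 same-group pairs (range 0.589 to 0.762) and 0.706 over the 54 between-group pairs (range 0.537 to 0.754). These correlations are across genes, which are not independent replicates. No same-group pair agreed within sampling noise, with a chi-square per degree of freedom of 13.6 to 89.3, so all 12 libraries were counted as separate samples. The common biological coefficient of variation was 1.01.

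The first comparison asked how proximal and distal blastemas differ under vehicle. The edgeR quasi-likelihood test called 5 of 41884 genes at a Benjamini-Hochberg adjusted p under 0.05, and 0 of these were higher and 5 lower in proximal blastemas. At an unadjusted p under 0.05 there were 2659 genes, against 2094.2 expected at 5%. The alternative that moved this count most was the DESeq2 Wald test, which called 482 genes, 208 higher and 274 lower in proximal blastemas. These included all 5 genes, but the calls of that test as a whole were not one-sided. AMEX60DD048317 was at 11.4 ± 3.41 CPM (SD, n = 3) in DMSO distal and 0.648 ± 0.0800 CPM (SD, n = 3) in DMSO proximal libraries, a log2 fold change of -4.11 (SE 0.417, edgeR adjusted p 0.0343). AMEX60DD012191 was at 13.6 ± 4.30 CPM (SD, n = 3) in DMSO distal and 1.27 ± 0.218 CPM (SD, n = 3) in DMSO proximal libraries, a log2 fold change of -3.41 (SE 0.338, edgeR adjusted p 0.0343). For both genes every distal library lay above every proximal library. Neither gene was called when only the 6 vehicle libraries were fitted.

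The dose comparisons against distal vehicle asked what talarozole does at a fixed amputation level. At 0.1 uM, the edgeR test called 0 of 41884 genes, with 1353 genes at an unadjusted p under 0.05 against 2094.2 expected and a lowest adjusted p of 0.304. At 1 uM it called 10 genes, 2 higher and 8 lower than in DMSO distal blastemas, with 2005 genes at an unadjusted p under 0.05. Among the 10, AMEX60DD009927 was at 3.09 ± 1.96 CPM (SD, n = 3) in DMSO distal and 52.4 ± 2.23 CPM (SD, n = 3) in 1 uM TAL libraries, a log2 fold change of 4.07 (SE 0.439, edgeR adjusted p 0.0319). The same gene was at 22.8 ± 1.64 CPM (SD, n = 3) in 0.1 uM TAL libraries, where its log2 fold change of 2.87 against DMSO distal (SE 0.419) had an edgeR adjusted p of 0.313, and at 11.004 ± 2.85 CPM (SD, n = 3) in DMSO proximal libraries. AMEX60DD016524 was at 2.35 ± 1.20 CPM (SD, n = 3) in DMSO distal and 35.2 ± 10.6 CPM (SD, n = 3) in 1 uM TAL libraries, a log2 fold change of 3.89 (SE 0.457, edgeR adjusted p 0.0399). It stayed at 3.88 ± 1.33 CPM (SD, n = 3) at 0.1 uM TAL.

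Of the genes that fell at 1 uM, AMEX60DD021956 was at 12.6 ± 3.10 CPM (SD, n = 3) in DMSO distal and 0.447 ± 0.223 CPM (SD, n = 3) in 1 uM TAL libraries, a log2 fold change of -4.78 (SE 0.480, edgeR adjusted p 0.0319). Its level at 1 uM TAL rests on 6, 9 and 3 counts, the last at the floor of 3, which limits the precision of its fold changes. AMEX60DDU001003157 had 0 counts in each of the 3 libraries at 1 uM TAL and 1.75 ± 0.552 CPM (SD, n = 3) in DMSO distal libraries. It was therefore at least 6.79-fold lower at 1 uM (edgeR adjusted p 0.0319). In these data 56.5% of the 216 sets of 3 libraries that are not a group had as many genes at 0 in precisely those libraries, with at least 10 counts in the other 9, as the 1 uM TAL group had.

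**Figure D1:**
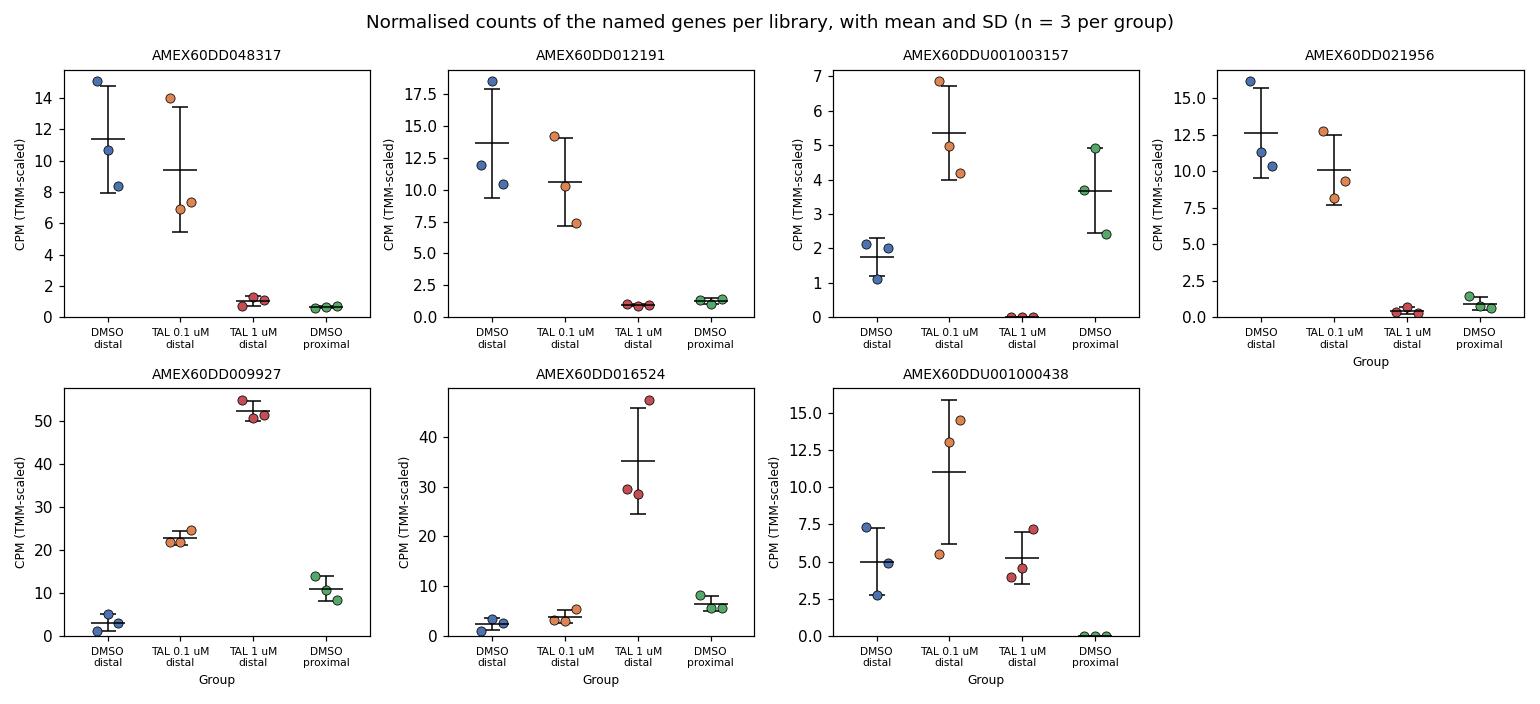
Normalised counts (CPM, TMM-scaled, linear axes from 0) of the 7 named genes in each library (points), with the group mean and SD (black lines, n = 3), for the 4 groups on the horizontal axis. AMEX60DD048317, AMEX60DD012191 and AMEX60DD021956 were at 9.42 to 13.6 CPM on average in DMSO distal and 0.1 uM TAL blastemas and at 0.447 to 1.27 CPM in 1 uM TAL and DMSO proximal blastemas.

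All 5 genes called lower in DMSO proximal than in DMSO distal blastemas were also among the 10 called at 1 uM TAL against DMSO distal, and all 5 changed in the same direction. Both comparisons use the same DMSO distal libraries and the same dispersion estimates, which makes shared calls more frequent, so the doses were also compared with each other.

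The comparison of 1 uM with 0.1 uM TAL shares no library with the vehicle comparison, but both were tested in 1 fit with the same dispersion estimate per gene. It called 5 of 41884 genes (edgeR, adjusted p under 0.05), 0 higher and 5 lower at 1 uM, with 2528 genes at an unadjusted p under 0.05. All 5 were among the 10 called at 1 uM against DMSO distal. AMEX60DD021956 fell from 10.1 ± 2.38 CPM (SD, n = 3) at 0.1 uM to 0.447 ± 0.223 CPM (SD, n = 3) at 1 uM, a log2 fold change of -4.45 (SE 0.474, edgeR adjusted p 0.0388). AMEX60DDU001003157 was at 5.34 ± 1.37 CPM (SD, n = 3) at 0.1 uM and at 0 counts in all 3 libraries at 1 uM, at least 20.8-fold lower (edgeR adjusted p 0.0236). Of the 5 genes, 2 were also called between DMSO proximal and DMSO distal blastemas, in the same direction. The shared dispersions favour the same genes of low variation in both comparisons, so the number expected by chance is not known. With only the 6 libraries of each comparison fitted, both called 0 genes, with 2893 and 1372 at an unadjusted p under 0.05, and no shared call was left.

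Talarozole-treated distal blastemas were then set against proximal vehicle blastemas. Between 1 uM TAL and DMSO proximal blastemas the edgeR test called 0 of 41884 genes, with a lowest adjusted p of 0.0878 and 2830 genes at an unadjusted p under 0.05. This count of unadjusted calls was the highest of the 7 gene tests, so the absence of called genes does not show that the groups were alike. Between 0.1 uM TAL and DMSO proximal blastemas it called 6 genes, 5 higher and 1 lower at 0.1 uM, with 1431 genes at an unadjusted p under 0.05. With DESeq2 size factors in place of TMM factors the 6 calls became 0, with 1483 genes at an unadjusted p under 0.05. Of the 6 genes, 4 were among the 5 called between the vehicle groups, each with the lower level in proximal blastemas. AMEX60DD048317 was at 9.42 ± 3.99 CPM (SD, n = 3) at 0.1 uM TAL, a log2 fold change of 3.84 over DMSO proximal (SE 0.413, edgeR adjusted p 0.0397). AMEX60DDU001000438 was at 11.01 ± 4.85 CPM (SD, n = 3) at 0.1 uM TAL and at 0 counts in each DMSO proximal library, at least 28.4-fold higher at 0.1 uM (edgeR adjusted p 0.0397). Of the 216 sets of 3 libraries that are not a group, 11.6% had as many genes at 0 in precisely those libraries as the DMSO proximal group had.

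A trend over dose rank in the 9 distal libraries gave 0 called genes of 39612 (edgeR), with a lowest adjusted p of 0.142 and 1607 genes at an unadjusted p under 0.05 against 1980.6 expected. With dose entered in uM, 31 genes were called, 6 rising and 25 falling.

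The position of each talarozole library between the vehicle groups was summarised with the proximodistal score, which rests on the 5 genes called between those groups, 0 of them higher in proximal blastemas. The mean score was 0.0943 ± 0.0846 (SD, n = 3) at 0.1 uM and 0.950 ± 0.0199 (SD, n = 3) at 1 uM TAL. The SD of the vehicle groups was 0.0792 in DMSO distal and 0.0587 in DMSO proximal libraries. The doses differed by 0.856, and every 1 uM library lay above every 0.1 uM library (exact two-sided permutation p 0.1, the smallest that 3 against 3 libraries allow). The score difference moved most when DMSO distal replicate 2 was left out, which gave -0.163. The set then held 1 gene, higher in proximal blastemas, and 0 of the 5 genes.

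With the 100 genes of smallest p in each direction in place of the called genes, a choice made after the data were seen, the mean score was 0.407 ± 0.111 (SD, n = 3) at 0.1 uM and 0.518 ± 0.0205 (SD, n = 3) at 1 uM TAL. The difference of 0.111 was about the size of the SD at 0.1 uM (exact two-sided permutation p 0.1). The vehicle libraries chose these genes and lie at the ends of the scale by construction. The contrast between doses played no part in that choice, but the size of the dose difference is not free of it. That difference is given in units of the distance between the vehicle groups, for which the genes were picked. Dispersions used in picking them came from all 12 libraries.

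**Figure D2:**
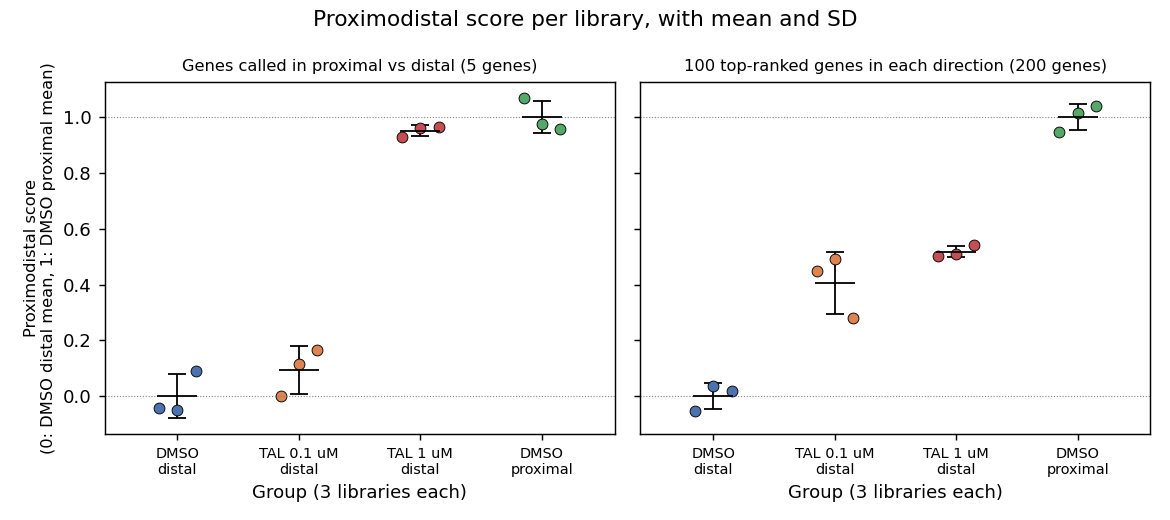
Proximodistal score (vertical axis, no unit, 0 at the DMSO distal mean and 1 at the DMSO proximal mean) of each library (points) with group mean and SD (black lines, n = 3), from the 5 called genes on the left and from 200 top-ranked genes on the right. On the left the 1 uM TAL mean of 0.950 lies near the DMSO proximal libraries and the 0.1 uM mean of 0.0943 near the DMSO distal libraries, whereas on the right the means are 0.518 and 0.407.

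Log2 fold changes of 1 uM against 0.1 uM TAL were compared with those of DMSO proximal against DMSO distal across genes, which are not independent replicates. Over the 5 called genes Pearson's r was 0.365 and Spearman's rho 0.50, and all 5 were lower in both comparisons. Over the 200 top-ranked genes r was -0.0206 and rho 0.203, and 110 of the 200 changed in the same direction. Over all 41884 tested genes r was 0.00961 and rho -0.0113, and 20311 changed in the same direction, so no relation was seen over all genes. Of the 100 genes lower in proximal blastemas 64 were lower at 1 uM, and of the 100 genes higher in proximal blastemas 46 were higher at 1 uM.

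In limma's camera test the 5 genes higher in distal blastemas fell between 0.1 and 1 uM relative to the other genes, with a mean log2 fold change of -2.80 (camera p 1.04e-05, Benjamini-Hochberg adjusted over 3 sets 3.13e-05). The 100 top-ranked genes higher in distal blastemas had a mean log2 fold change of -0.65 (camera p 0.00155, adjusted 0.00232). The 100 top-ranked genes higher in proximal blastemas had a mean log2 fold change of -0.10 and were not shifted (camera p 0.723, adjusted 0.723). No gene was called higher in proximal blastemas, so that set could not be tested with the called genes. All 3 sets tested were chosen in the same fit that served the dose contrast. Shared dispersions favour genes of low variation in both comparisons, so these camera p-values are not independent of the choice of genes.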

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

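The test of other splits was fixed before the data were examined, and the test at equal depth was chosen after the result was seen. The effects of the talarozole doses differed from each other in 5 genes (edgeR quasi-likelihood test of 1 uM against 0.1 uM TAL, adjusted p under 0.05), all lower at 1 uM, while 0.1 uM TAL gave 0 called genes against DMSO distal blastemas, with 1353 at an unadjusted p under 0.05. This result was singled out because the difference between the doses was itself tested. The 6 TAL libraries can be split in 10 ways into 3 and 3, and 4 of these splits part all 3 same-numbered pairs. Of those 4 splits, 1, the real one, gave as many genes, and the others gave at most 0. The remaining 6 splits keep same-numbered libraries together in part, and gave at most 1 gene. Over all 10 splits the real one alone gave 5 genes. Neither 4 nor 10 splits allow a share under 0.05 whatever the data, so these counts describe the libraries and do not decide whether the arrangement arose by chance.

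The 1 uM libraries were deeper (12992088 against 9600700 counts on average). With all 12 libraries thinned at random to the smallest total, the median number of the 5 genes still called was 4 over 10 thinnings (range 2 to 5). The calls therefore did not rest on the extra depth alone. Thinning keeps the proportions of genes within a library, so it could not have changed the direction of these genes and does not test it. For AMEX60DDU001003157, 1 of the 5, the zero counts at 1 uM cannot be told apart from genes that are present or absent pool by pool, since 122 of 216 sets of 3 libraries that are not a group had as many genes of that kind. For the other genes a dose-dependent effect remains a hypothesis. Reads shared between near-identical genes, gene length and GC content were not tested.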

How the results depend on the processing

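Counts are given in the order DMSO proximal vs distal, 0.1 uM TAL vs DMSO distal, 1 uM TAL vs DMSO distal, 1 vs 0.1 uM TAL, 1 uM TAL vs DMSO proximal, 0.1 uM TAL vs DMSO proximal, and dose trend, where the reported counts are 5, 0, 10, 5, 0, 6 and 0. For each change below the cause was not tested unless a value is given. With DESeq2 size factors the counts were 6, 0, 12, 7, 0, 0 and 0, while 5, 10 and 5 of the genes called in the other comparisons were shared. The 6 genes of 0.1 uM TAL vs DMSO proximal (5 higher, 1 lower) were no longer called. For the named genes AMEX60DD048317 and AMEX60DDU001000438 the edgeR adjusted p there moved from 0.0397 to 0.0553. The log2 fold change of AMEX60DD048317 stayed at 3.84. The median log2 fold change over genes moved by less than 0.1. In DMSO proximal vs distal the split became 1 higher and 5 lower, from 0 and 5. Without a low-count filter the counts were 4, 0, 4, 3, 0, 0 and 0. With at least 10 counts in every library, a filter that removes genes that fell, they were 15, 0, 39, 26, 0, 10 and 4, of which 3, 4, 1 and 3 were shared with the reported 5, 10, 5 and 6, and 6 were higher and 9 lower in DMSO proximal vs distal. With only the 6 libraries compared they were 0, 0, 0, 0, 2 and 0. With dose in uM the trend called 31 genes. The DESeq2 Wald test called 482, 155, 457, 409, 518, 289 and 239 genes, which included all reported calls, with 208 higher and 274 lower between the vehicle groups and 147 higher and 262 lower between the doses; in the simulated data 61.2% of its calls were false. Where these settings gave 0, 875 to 3489 genes had an unadjusted p under 0.05.

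With the replicate block the counts were all 0, with 942 to 1983 genes at an unadjusted p under 0.05. Deviations from the group means of same-numbered libraries correlated at -0.00448 on average over 18 pairs, against 0.00222 over 36 pairs with different numbers, so the numbers do not pair the libraries. Under the block the camera result of the 100 top-ranked proximal-higher genes turned from up to down relative to the other genes (mean log2 fold change -0.158). The 5 distal-higher genes tested there were those chosen without the block, since the blocked fit called 0 genes between the vehicle groups and its own set would have been empty.

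Leaving out each library in turn gave 0 to 2, 0 to 1, 0 to 3, 0 to 14, 0 to 1, 0 to 0 and 0 to 1 genes, with 912 to 4144 genes at an unadjusted p under 0.05 in the fits with 0 calls. Of the 60 fits of a named gene, 56 lost significance and 0 changed sign. The 14 genes of 1 vs 0.1 uM TAL came without 0.1 uM TAL replicate 3 and included the reported 5. The score difference ranged from -0.163 to 0.806 in the 6 fits that called a gene, each scored on its own gene set. Without DMSO distal replicate 1, DMSO distal replicate 2 or DMSO proximal replicate 3 it was -0.0199, -0.163 and -0.0469. These fits called 0 of the reported 5 genes. In the remaining fits the score difference was 0.402 to 0.806. The correlation ranged from 0.316 to 0.733 in the 3 fits that left enough genes. The mean log2 fold change of the distal-higher set ranged from -2.69 to -2.26 and kept its direction and its side of 0.05 in the 3 fits that could be made. That of the 100 proximal-higher genes ranged from -0.414 to 0.195, with the camera direction reversed at 0.0185 without 0.1 uM TAL replicate 3, at -0.358 without DMSO distal replicate 3 and at -0.414 without DMSO proximal replicate 1. None of these was past 0.05.

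The score difference of 0.856 and the correlation of 0.365 became 0.516 and 0.919 with size factors, and 0.602 and 0.888 with at least 10 counts in every library. With size factors 1 proximal-higher gene entered beside the 5 distal-higher genes, and it weighs as much in the score as these together. Gene sets from the 6 vehicle libraries alone, and sets at an adjusted p under 0.01 with an absolute log2 fold change of at least 1, were empty, so these alternatives gave no value. The proximal-higher set of called genes was empty, so its camera test has no reported value. With at least 10 counts in every library it held 6 genes with a mean log2 fold change of 0.77 (camera p 0.0269, range over the settings with at least 2 genes 0.0269 to 0.263).

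The following alternatives were chosen after seeing the data. With a mean CPM of at least 1 the counts were 6, 0, 11, 7, 0, 6 and 0, and the score difference and correlation 0.517 and 0.919. With AMEX60DD identifiers only they were 28, 0, 52, 41, 0, 12 and 5. Of the 28 genes 12 were higher and 16 lower, and of the 41 genes 7 were higher and 34 lower. The calls between the vehicle groups were thus not one-sided, although they included 4 of the reported 5 genes. With limma voom and sample quality weights the counts were 7, 14, 52, 61, 5, 10 and 1, and with at least 10 counts in every library as well 16, 1, 157, 1258, 4, 6 and 53. The weighted test called 5 higher and 2 lower genes between the vehicle groups, none of them among the reported 5, and 20 higher and 41 lower between the doses, 3 of them among the reported 5. With the count filter as well the splits were 8 and 8 (3 of the reported 5) and 753 and 505 (1 of the reported 5). With the number of detected genes as covariate they were 0, 0, 6, 6, 0, 4 and 2. Where these settings gave 0, 1181 to 4602 genes had an unadjusted p under 0.05. With the 100 top-ranked genes per direction the score difference was 0.111 and the correlation -0.0206. Over all alternatives the named genes gave 149 values, of which 53 kept their direction and side of 0.05, 96 kept their direction only and 0 reversed. The filter on AMEX60DD identifiers left 7 of the 10 named results, and the filter on 10 counts left 1. At totals of 8409618 to 13937318 counts, AMEX60DD048317 at 0.648 CPM in DMSO proximal libraries rests on 5 or 6 counts per library, which limits the precision of its fold change.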

Other observations

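The tests of other splits of the libraries were fixed before the data were examined, and the tests of presence or absence, library axis, identifier numbers and covariate were chosen after the pattern was seen. Of the 4 splits that part all same-numbered pairs, the number that gave as many called genes was 1 for DMSO proximal vs distal (real 5, others at most 0), 1 for 1 uM TAL vs DMSO distal (real 10, others at most 2) and 1 for 0.1 uM TAL vs DMSO proximal (real 6, others at most 0). Where 0 genes were called, genes at an unadjusted p under 0.05 were counted instead. For 0.1 uM TAL vs DMSO distal 3 of the 4 splits gave as many as the real 1353, with up to 2322. For 1 uM TAL vs DMSO proximal 1 of the 4 gave as many as the real 2830, and the others gave up to 1986. The other 6 splits in each comparison keep some same-numbered libraries together. Over all 10 splits the real one alone gave 5, 10 and 6 called genes, with at most 1, 2 and 1 in the others, and 6 of 10 splits reached 1353 and 1 of 10 reached 2830 genes. Neither 4 nor 10 splits allow a share under 0.05 whatever the data, so for these 5 comparisons the counts describe the libraries and decide nothing about chance. For the trend over dose rank, doses were permuted within replicate numbers. Of 60 arrangements drawn from 108, 15 gave as many genes at an unadjusted p under 0.05 as the real 1607, with up to 5710. The trend over dose rank therefore does not stand apart from permuted doses. With dose in uM, where 31 genes were called, doses were not permuted.

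The relation of dose changes to vehicle changes over 200 ranked genes did not stand apart either. Of the 16 pairs of splits that part all same-numbered pairs, 9 gave an absolute Spearman correlation as large as 0.203, with up to 0.478. With the number of detected genes as covariate the correlation was 0.265, over 200 genes ranked anew in that fit. Since the gene set changed and the relation did not stand apart, this value cannot decide whether differences in detected genes contributed.

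Many genes were at 0 in 1 library and at 50 counts or more in another library of the same group. This held for 7739 of 41884 tested genes (18.5%), for 31.0% of AMEX60DDU and 6.64% of AMEX60DD identifiers. Poisson counts drawn from the group means gave 0 such genes. A Poisson draw at the mean of such a gene hardly ever gives 0, so this outcome was set in advance and does not tell what lies behind the spread between pools. The AMEX60DDU share exceeded the AMEX60DD share in each of 6 bins of mean count, by 1.76 times in the lowest bin and up to 8.69 times in the highest. Differences in abundance between bins therefore did not account for the whole difference. Abundance within bins was not compared, so a contribution of lower abundance stays open in every bin. The median biological coefficient of variation was 1.31 for AMEX60DDU and 0.377 for AMEX60DD identifiers. A candidate explanation is that some gene models are present or expressed in some animals and not in others, but no biological explanation was tested, and reads moved between near-identical copies by the counting were not tested. A related pattern is that 3 genes were at 0 in the 3 libraries of the 1 uM TAL group and at 10 counts or more in the other 9, all 3 with AMEX60DDU identifiers. Among 216 sets of 3 libraries that are not a group, 122 held as many. For the DMSO proximal group there were 8 such genes, 6 with AMEX60DDU identifiers, and 25 of the 216 sets held as many. The complete absence of AMEX60DDU001003157 at 1 uM TAL and of AMEX60DDU001000438 in DMSO proximal blastemas can therefore come from this pool-by-pool variation.

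DESeq2 called more genes than edgeR between the vehicle groups (482 against 5). Of the DESeq2 calls 21.4% were genes at 0 in 1 replicate and at 50 counts or more in another, against 11.7% of the 40885 genes it tested, a ratio under the 2 set for that explanation, so such genes were more frequent among the calls but remained a minority of them. Of the 4 splits that part all same-numbered pairs only 1, the real one, gave as many calls, but the others gave 174 to 348, and 2 of all 10 splits reached the real number, with up to 484. Most DESeq2 calls therefore cannot be told apart from what arbitrary splits of these libraries give.

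Over the 16236 genes with at least 10 counts in every library, the main axis of the 12 libraries held 34.9% of the variance. Differences between group means made up 26.4% of the variation along this axis. This share was not tested against random grouping, which with so few libraries also gives a share, so it shows no group effect. The axis followed the number of detected genes among the remaining genes, with Pearson's r -0.713 (permutation p 0.00985, Benjamini-Hochberg adjusted over 2 relations 0.0197) and Spearman's rho -0.601 (permutation p 0.0435, adjusted 0.0870). Without the 2 libraries farthest from the median number r was -0.594, and for deviations from the group means it was -0.918. The correlation of the axis with the total count was 0.517 (permutation p 0.0862, adjusted 0.0862), with rho 0.503 (permutation p 0.0986, adjusted 0.0986) and r 0.152 without the 2 libraries of most extreme total, so library size does not account for the axis as closely. The labels give no batch within which to recompute the relation. The axis may reflect the make-up of the pooled tissue or RNA quality, which were not tested.

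With sample quality weights and at least 10 counts in every library, 1258 genes were called between 1 and 0.1 uM TAL. Of the 4 splits of the 6 TAL libraries that part all same-numbered pairs 1, the real one, gave as many, and all other splits of the 10 gave at most 3. The weights ranged from 0.40 (0.1 uM TAL replicate 3) to 2.25 (DMSO distal replicate 3). Of the 1258 genes 753 were higher and 505 lower at 1 uM, and 1 of the 5 genes called by edgeR was among them. Neither 4 nor 10 splits allow a share under 0.05 whatever the data, so a dose effect on many genes once 0.1 uM TAL replicate 3 counts less is a hypothesis that these splits cannot decide.

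With AMEX60DD identifiers only, 76 genes were called in at least 1 of the 6 comparisons, and 3 pairs of them lay within 5 identifier numbers of each other. Of 10000 random sets matched on mean abundance 219 held as many pairs (median 0). The test was chosen after the pairs were seen, so this share cannot decide against chance placing among the identifiers. The pairs, named after their values were seen, were AMEX60DD021953 with AMEX60DD021956, AMEX60DD048179 with AMEX60DD048180 and AMEX60DD055610 with AMEX60DD055612. Their deviations from the group means correlated at a median of 0.244, far from the 0.8 set for a gene split over several identifiers. AMEX60DD048179 and AMEX60DD048180 reached 0.698, and AMEX60DD021953 and AMEX60DD021956 only 0.0787. For 5000 nearby pairs of other genes the median was 0.0271 and the upper quartile 0.330, so 0.244 lay within their ordinary spread. Whether neighbouring numbers are neighbours in the genome was not tested.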
